A study of Mus musculus with 108 samples. Its data were reported in "Chromatin priming elements direct tissue-specific gene activity before hematopoietic specification" (2023).

How the data were processed

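Reporter fragments were recovered from sorted cells at 5 stages of differentiation of HM-1 mouse embryonic stem cells, in 5 replicates. Replicates 1 to 4 had Negative, Low, Medium and High gates (20 libraries each) and replicate 5 had Negative, Low and Medium/High gates (15 libraries), which gave 95 sorted libraries. Stage, gate and replicate were taken from the sample labels. Plasmid lists (5 pDONR, 5 pSKB) and 3 HM-1 control lists were used as reference sets. They were not compared between groups.

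According to the methods, the authors combined an original and a later sequencing of the libraries, trimmed the reads with TrimGalore, mapped them to mm10 with Bowtie2 and kept pairs of high mapping quality. They wrote each pair as 1 interval and removed duplicates. Fragments found in PCR on HM-1 cells without a reporter library were removed, fragments found in the plasmid lists were kept, and these were limited to open chromatin peaks and split by their distance from transcription starts. Whether each list was held against the peaks of its own stage is not given in the sources used here. The plasmid and control lists were deposited with a count of reads for each fragment, as whole numbers without normalization. The sorted lists were deposited by the authors as intervals only, each fragment once. No read count, read depth or molecular identifier was used for them, so a fragment seen once and one seen many times weigh the same. PCR before sequencing can drop fragments at random, and a peak filter run per stage would itself make lists of different stages differ. The methods place the filtering before these lists were used, and it was not repeated here. The lists do not fully match an exact filter. After the start shift given below, 83.5% of listed fragments were identical to a plasmid fragment and 15567 to an HM-1 control fragment.

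Sorted starts were 1 bp higher than those of the plasmid lists. Of 20000 sorted fragments drawn at random, 80.3% matched a plasmid fragment after the start was moved by 1 bp and 3.60% as deposited, so all starts were moved. Coordinates are given from 1. No fragment passed the end of any of the 22 mm10 chromosomes, and 525 distinct fragments lay on other sequences. Distal fragments of all sorted libraries were merged where they overlapped, into 58916 sites. Sites were annotated with GENCODE.

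Positive cells of a replicate were the union of its Low, Medium, High and Medium/High lists, except that the distal share of a replicate was the mean over its positive libraries. Differences between means of 5 replicates used exact two-sided permutation tests over 252 splits. Shared fragments used the overlap coefficient, the shared fragments divided by the smaller list, with an exact one-sided test over 120 pairings. Shared sites used the log2 ratio of observed to expected shared sites with 0.5 added, and 100000 permutations of stage or gate names. Classes used 100000 permutations over sites, which treat sites as independent. For the smallest p these can give, 1e-05 is printed. P-values were adjusted by Benjamini-Hochberg within each family, over 4 transitions or 5 stages. Single sites were tested by limma (lmFit, eBayes with trend) on log2 of fragments per 10000 listed fragments with 1 added, for sites with a fragment in at least 4 of the sets compared, at an adjusted p of 0.05. Whether replicate numbers pair the samples was checked by correlating the deviations of same-numbered sets from their group means over sites, with pairing where all 5 correlations lay above 0.1. This held in 2 of 14 comparisons, those of positive with Negative sets in HB (0.10 to 0.26) and HE2 (0.16 to 0.52). The main tests used no replicate block in any comparison, these 2 included, and the block was run as an alternative. A count model was not used, since the lists hold distinct fragments and not reads.

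The tests were checked on simulated data. Without an effect, the permutation tests passed the threshold in 3.3% to 5.8% of 1000 simulations, and with an effect in 98.1% to 100%. The simulated effect was 3 SD in the tests of means and pairings. In those of stage and gate names, a share of 0.3 of each set's sites came from a list of its own name. That share is not a log2 difference, and the simulated sets were of like size, unlike the libraries. The log2 difference that these tests could detect is therefore not known. Smaller effects were not simulated for these tests. Limma called 0 of 200 sites in sets simulated without a change. The main settings, tests, alternatives and named sites were fixed before the data were examined, apart from the alternatives with starts as deposited and, for the gates, without 4 HE1 libraries that share many fragments with another. The rule named the site over the Mecom element of the study, the 3 sites positive in the largest number of sets, up to 3 sites per direction and limma comparison past the threshold, and 10 genes by their positive distal sites within 100 kb of the transcription start. One site past the threshold is not reported here. The alternatives were pooling of libraries, a minimum of 1000 fragments, High libraries only, the replicate number as a block, other overlap measures, distal fragments only, a 5 bp tolerance, bins of 500 bp, higher fragment minimums, Medium left out, no normalisation, equal depth, pDONR lists, 0.25 added in place of 1, no site filter, replicates 1 and 2 only and each replicate left out. In the comparison of gates only replicates 1 to 4 were left out in turn. Intervals for shares of single libraries are Wilson 95% intervals and cover counting error only.

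Library size set the precision. Libraries of replicates 1 and 2 held at least 15627 fragments, and those of replicates 3, 4 and 5 had medians of 1948, 1725 and 1112. Expression and chromatin data of the study were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.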

Results

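The screen asked which pieces of open chromatin can act as enhancers at successive stages of blood specification from mouse embryonic stem cells. Genomic fragments released by the Tn5 transposase were cloned in front of a minimal promoter and a gene for a yellow fluorescent protein (YFP), and the reporters were integrated at the Hprt locus of HM-1 cells, a mouse embryonic stem cell line. The cells were examined as ES cells (ES), as FLK1-positive hemangioblasts (HB), as hemogenic endothelium of an early (HE1) and a later (HE2) stage, and as hematopoietic progenitors (HP). At every stage they were sorted by YFP into Negative, Low, Medium and High gates in replicates 1 to 4. In replicate 5, Medium and High were collected as 1 gate. The fragments carried by each sorted population were amplified by PCR and sequenced, which gave 95 sorted libraries. The cloned material was also sequenced, as 5 lists from the first vector (pDONR) and 5 from the reporter vector (pSKB), along with 3 control reactions on HM-1 cells. Each sorted library was a list of distinct fragments, split into distal and promoter fragments, without read numbers.

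The libraries differed widely in size. The number of listed fragments ranged from 504 to 131091, and 2288814 fragments were listed in all. Replicate 1 held 18652 to 131091 fragments per library (median 60062.5, 20 libraries) and replicate 2 held 15627 to 113943 (median 41608, 20 libraries). Replicate 3 held 504 to 20729 (median 1948, 20 libraries), replicate 4 held 505 to 11556 (median 1725, 20 libraries) and replicate 5 held 646 to 2986 (median 1112, 15 libraries). After removal of duplicates between libraries, 1177237 distinct fragments remained, of 68 to 600 bp. Of these, 395571 were distal, and overlapping distal fragments merged into 58916 sites with a median width of 297 bp.

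The lists were compared with the plasmid and control lists to see how far they held material that had been cloned. Of all listed fragments, 83.5% had an identical fragment in at least 1 of the 10 plasmid lists (mean over libraries 77.2% ± 13.8, SD, n = 95). The share fell to 2.18% when the fragments were moved by 10 bp. It reached 97.1% when start and end could each differ by up to 5 bp, a tolerance for which no chance level was run. With starts as deposited, before the shift of 1 bp that puts both kinds of list on the same scale, it was 3.73%. In single libraries the share of identical fragments ran from 13.6% in HE1 Negative replicate 3 to 95.3%. It was 84.5% ± 2.08 (SD, n = 20) in replicate 1 and 83.7% ± 1.93 (SD, n = 20) in replicate 2, against 70.4% ± 22.3 (SD, n = 20) in replicate 3, 68.7% ± 12.1 (SD, n = 20) in replicate 4 and 79.1% ± 9.11 (SD, n = 15) in replicate 5. The pSKB lists alone held 45.5% of the listed fragments. The HM-1 control lists held 0.680% of them (15567 fragments), with a mean over libraries of 1.85% ± 1.71 (SD, n = 95).

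**Figure D1:**
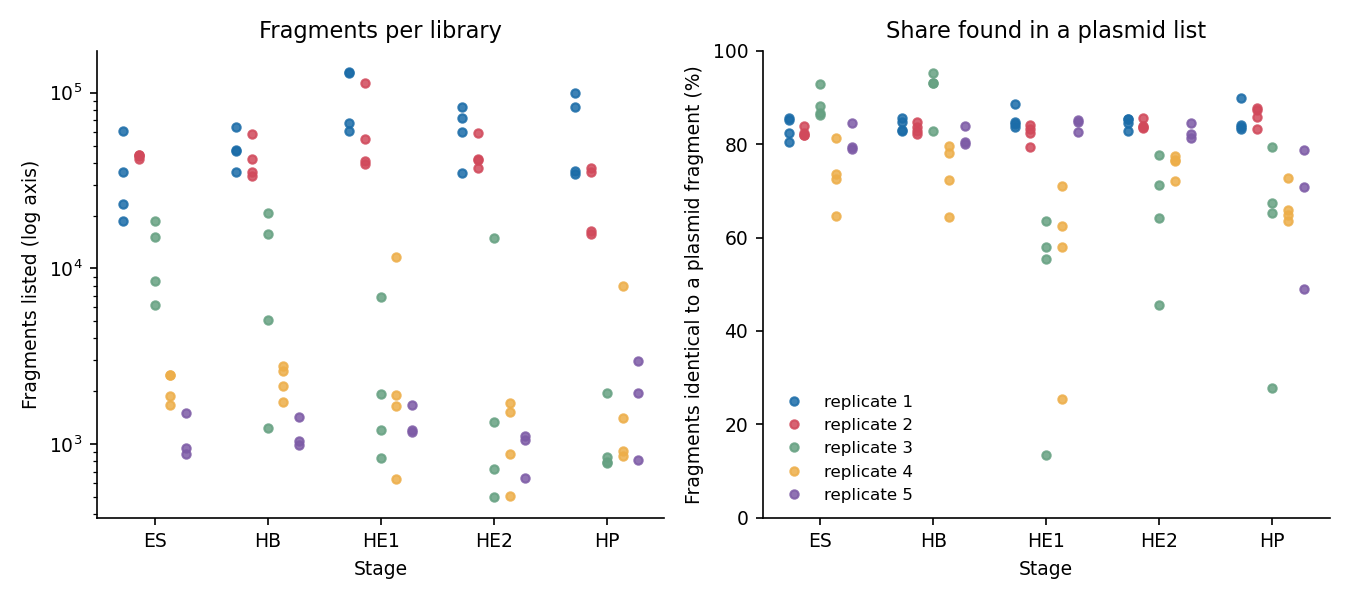
Number of fragments listed per sorted library (left, log axis) and percent of them with an identical fragment in a plasmid list (right), by stage, with 1 point per library coloured by replicate. Replicates 1 and 2 lie between 15627 and 131091 fragments, and the lowest plasmid shares, 13.6% and 25.4%, are those of HE1 Negative replicate 3 and HE1 Low replicate 4.

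The share of fragments that were distal was compared between adjacent stages, since the study separates distal elements from promoters. In YFP-positive cells it was 25.8% ± 3.43 in ES, 29.7% ± 2.14 in HB, 31.0% ± 3.74 in HE1, 31.6% ± 3.82 in HE2 and 30.9% ± 2.37 in HP (SD, n = 5 replicates each). From ES to HB it rose by 3.85 percentage points, in 5 of 5 replicates, which did not pass the threshold after adjustment (exact two-sided permutation test, p = 0.0794, adjusted p = 0.317 over 4 transitions). With the positive fragments of a replicate pooled first, the difference was 4.12 points with an adjusted p of 0.0952 in the same exact test. The later steps were smaller than the spread between replicates. They were 1.35 points from HB to HE1, 0.580 from HE1 to HE2 and -0.725 from HE2 to HP, with an adjusted p of 0.794 for each in the exact permutation test.

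Within a stage, the distal share of positive cells was set against that of Negative cells to ask whether YFP expression selected distal fragments. Positive cells were higher by 0.865 points in ES, 1.45 in HB, 0.481 in HE1 and 1.67 in HP, and differed by -0.676 points in HE2. None of these exceeded the spread between replicates (exact two-sided permutation test, 5 replicates against 5, adjusted p = 0.833 at each stage). With High and Medium/High libraries in place of all positive libraries, the differences were 2.60, 3.66, 1.24 and 3.29 points in ES, HB, HE1 and HP, and -0.838 in HE2, with adjusted p between 0.238 and 0.659 in the exact test.

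**Figure D2:**
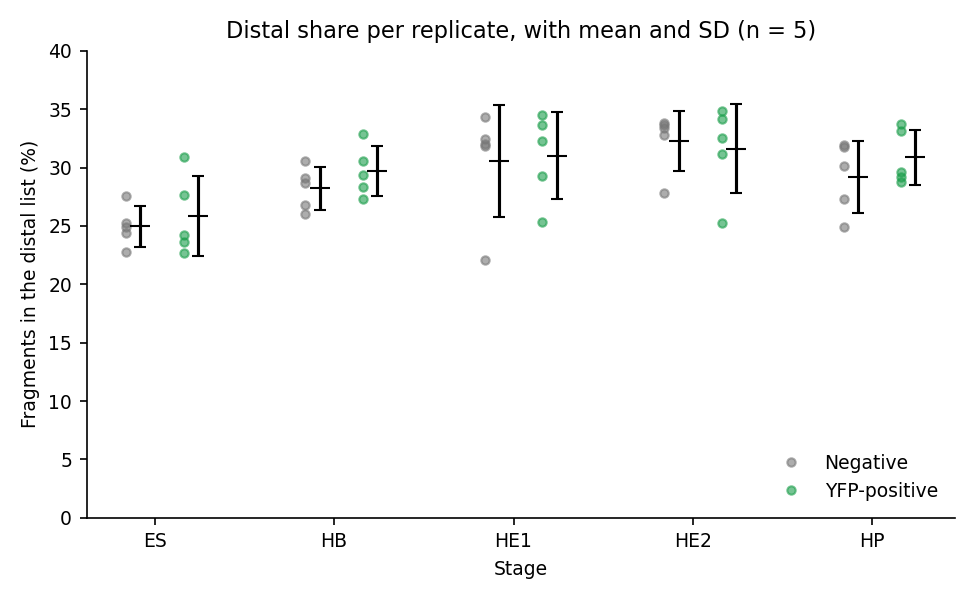
Percent of listed fragments that were distal, for Negative (grey) and YFP-positive (green) cells at each stage, with 1 point per replicate and the mean with its SD (n = 5) beside the points. Positive and Negative means differ by at most 1.67 percentage points at any stage, within the spread of the replicates.

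Distal fragments of positive cells were not detectably longer or shorter than those of Negative cells. The mean over replicates of the median length was 199.6 bp ± 11.3 in positive and 200.9 bp ± 15.0 in Negative ES cells (SD, n = 5). In HB it was 188 bp ± 10.6 and 201 bp ± 11.9, shorter in positive cells in 5 of 5 replicates (difference -13.6 bp, exact two-sided permutation test, p = 0.103, adjusted p = 0.516). In HE1, HE2 and HP the differences were -19.2, -5.2 and -35.7 bp, with adjusted p of 0.913, 0.913 and 0.853 in the exact test. Without replicate 3 they were 9.38, 2.12 and -13 bp. With High and Medium/High libraries only, the HB difference was -24.6 bp with an adjusted p of 0.119 in the exact test, the alternative in which this p was smallest.

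The same fragment was often recovered from positive and Negative cells of 1 experiment. For each stage, the fragments shared by the positive and Negative lists were counted as a percent of the smaller list. Pairs with the same replicate number shared 24.0% ± 19.7 in ES, 30.3% ± 15.8 in HB, 30.7% ± 19.2 in HE1, 31.9% ± 14.8 in HE2 and 24.4% ± 15.7 in HP (SD, n = 5). Pairs with different numbers shared 7.42%, 8.62%, 15.7%, 7.76% and 6.53%. The excess passed the threshold in ES, HB, HE2 and HP (exact one-sided permutation test over 120 pairings, adjusted p = 0.0313, 0.0278, 0.0208 and 0.0208) and missed it in HE1 (adjusted p = 0.167 in the same exact test). In HE1 the positive list of replicate 2 shared 75.96% of the smaller list with the Negative list of replicate 1, and the positive list of replicate 4 shared 83.2% with the Negative list of replicate 3. Replicates 1 and 2 also shared much at other stages. In ES, HB, HE2 and HP, the positive list of replicate 1 shared 40.9%, 42.8%, 29.9% and 34.9% with the Negative list of replicate 2. With the Negative list of its own replicate it shared 9.38%, 46.4%, 17.1% and 42.0%. With any 1 replicate left out, 24 pairings remained and no stage passed the threshold (adjusted p from 0.0521 upwards in the exact test). With all replicates pooled, 15.6% of the positive fragments of ES, 16.6% of HB, 33.5% of HE1, 8.32% of HE2 and 11.8% of HP were also in a Negative list of that stage.

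**Figure D3:**
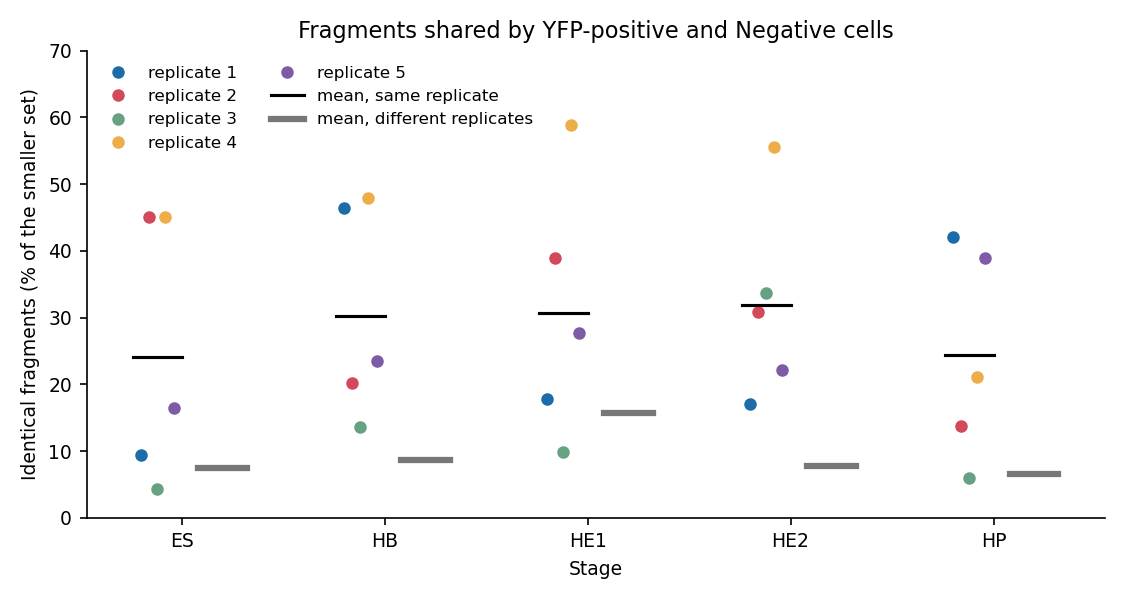
Identical fragments in the YFP-positive and Negative lists of a stage, as percent of the smaller list, with 1 point per replicate, a black line for their mean and a grey line for the mean over pairs of different replicates. Means of the same replicate lie between 24.0% and 31.9%, above those of different replicates, which lie between 6.53% and 15.7%, while single replicates spread from 4.26% to 58.9%.

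Positive lists of adjacent stages were compared in the same way, to ask whether a replicate number marked cells carried from one stage to the next. Same-numbered pairs shared 20.2% ± 11.3 of the smaller list for ES and HB, 15.7% ± 9.57 for HB and HE1, 19.6% ± 19.7 for HE1 and HE2 and 16.4% ± 8.73 for HE2 and HP (SD, n = 5), against 10.2%, 9.43%, 7.90% and 7.41% for other pairs. None passed the threshold after adjustment (exact one-sided permutation test, adjusted p = 0.0667, 0.125, 0.111 and 0.0667). Measured by the Jaccard index, the shared fragments as a percent of both lists together, all 4 transitions passed it, with an adjusted p of 0.0167 each in the exact test.

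Fragments screened at a stage did not match the plasmid library made from the chromatin of that stage more often than other plasmid libraries. The pSKB lists of ES, HB, HE1, HE2 and HP held 8.87%, 4.89%, 16.4%, 11.7% and 4.62% of the fragments of their own stage. The mean of these matched entries, on a log2 scale after removal of stage and library means, was 0.0046 (exact one-sided permutation test over the 120 ways to match 5 stages with 5 libraries, p = 0.450). For the pDONR lists it was 0.011 (p = 0.458 in the same exact test).

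Distal sites were called positive from at least 1 positive fragment. Pooled over replicates, 16999 sites were positive in ES, 21334 in HB, 30162 in HE1, 28571 in HE2 and 24336 in HP. A single fragment accounted for 45.8% of the positive sites in ES, 39.2% in HB, 28.4% in HE1, 32.3% in HE2 and 37.3% in HP. Per replicate the number was 6087 ± 5233 in ES, 7948 ± 6835 in HB, 10438 ± 12570 in HE1, 9840 ± 11263 in HE2 and 7436 ± 9706 in HP (SD, n = 5), so the spread between replicates was close to or above the mean. With 50392 positive distal fragments drawn from each stage (20 draws), the numbers were 18091 ± 41.9 in HB, 20681 ± 70.9 in HE1, 20878 ± 63.4 in HE2 and 19665 ± 58.1 in HP (SD over draws), against the 16999 of ES, the stage with the fewest fragments. Of the positive sites, 49.9% in ES, 48.3% in HB, 69.6% in HE1, 44.2% in HE2 and 47.0% in HP were also listed in Negative cells of that stage. Found in at least 2 replicates were 9295, 12231, 18832, 16732 and 11217 sites. Of the 55959 sites positive at any stage, 26280 (47.0%) were positive at 1 stage and 6298 (11.3%) at all 5.

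Sites were given a high or low class by the ratio of high to low fragments, each divided by its total, with Medium counted as high. High sites numbered 10524 in ES, 13592 in HB, 18275 in HE1, 15600 in HE2 and 16029 in HP, and low sites 6475, 7742, 11887, 12971 and 8307. The percent of sites in the high class, taken per replicate, was 60.7 ± 11.9, 68.6 ± 15.9, 51.4 ± 17.1, 58.7 ± 22.4 and 61.1 ± 8.15 (SD, n = 5). Sites with fragments of 1 kind alone, high or low, made up 55.5%, 60.5%, 50.6%, 45.4% and 63.9% of the positive sites of the 5 stages. Where at least 3 positive fragments were required, low sites outnumbered high ones in HB (4984 against 4556) and HE1 (8604 against 8514), and high sites remained more numerous in ES, HE2 and HP.

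Whether positive sites were stage specific was tested over pairs of lists from different replicates. Pairs of the same stage shared more sites than pairs of different stages, with a mean log2 ratio of observed to expected shared sites of 1.70 against 1.38. The difference of 0.32 gave p = 1e-05, the smallest the permutations can give (permutation test, two-sided, stage names permuted within replicates). It was 0.15 with at least 2 fragments per site (permutation p = 0.00192). It was 0.0058 among the 6298 sites found at every stage, where the test did not pass its threshold (permutation p = 0.619). Negative lists of the same stages, measured the same way, gave a difference of 0.24 (permutation p = 1e-05).

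No difference in sites between the sorted gates was detected. Pairs of libraries of the same stage from different replicates shared sites to the same degree when they came from the same gate (mean log2 ratio 1.91) and from different gates (1.91). The difference was -0.000205 (permutation test, two-sided, gate names permuted within stage and replicate, p = 0.990). Per stage it lay between -0.04 in HE1 and 0.05 in HB. With Negative and High libraries only it was 0.02 (permutation p = 0.376). In HE1, Negative replicate 1 shared most fragments with Medium replicate 2, and Negative replicate 3 with Low replicate 4, pairs of different gates and replicates. Without these 4 libraries, an alternative chosen after the data were seen, the difference was 0.0047 over all stages (permutation p = 0.786) and -0.05 in HE1.

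The fate of positive sites at the next stage was followed because the study asks how long elements stay active. Of the positive sites, 58.1% of ES were positive again in HB, 55.9% of HB in HE1, 69.0% of HE1 in HE2 and 59.1% of HE2 in HP. With equal numbers of fragments drawn from each stage the values were 53.0%, 49.6%, 62.9% and 56.6%. All sites, whether or not positive at the first stage, were positive at the second stage in 36.2%, 51.2%, 48.5% and 41.3% of cases, and in 30.7%, 35.1%, 35.4% and 33.4% with equal numbers of fragments. Of sites listed in Negative cells, 49.3%, 61.0%, 45.9% and 50.2% were listed again in Negative cells of the next stage. Negative lists of these second stages held 11526, 21661, 13810 and 12869 of all 58916 sites, fewer than the positive lists. The Negative shares thus start from a lower level. Higher retained shares of positive sites are therefore no sign of longer activity. Without replicate 1 the retained share fell to 59.7% from HE1 to HE2 and to 42.6% from HE2 to HP. These shares have no test.

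**Figure D4:**
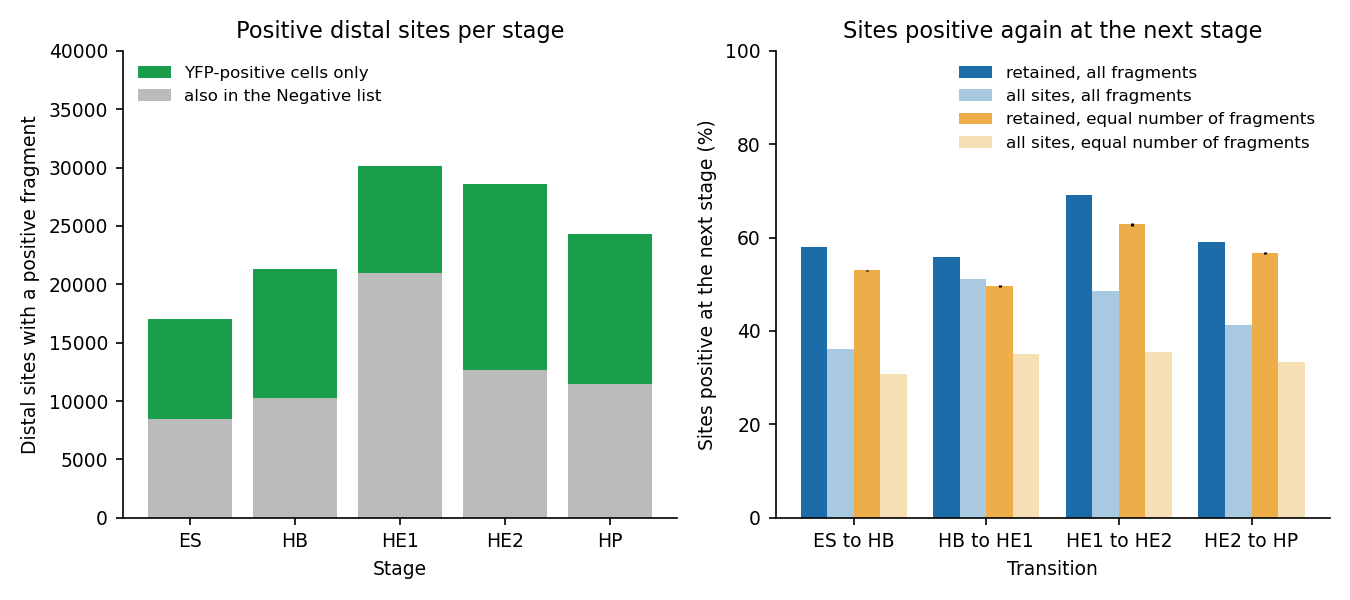
Left, number of distal sites with at least 1 positive fragment per stage, split into sites also in the Negative list (grey) and sites of YFP-positive cells only (green). Right, percent of positive sites positive again at the next stage with all fragments (blue) and with equal numbers of fragments (orange, bars for the SD over 20 draws), each beside the percent of all sites positive at that stage (pale blue and pale orange). Retained shares lie above those of all sites at every transition, with the smallest gap from HB to HE1 with all fragments, 55.9% against 51.2%.

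The high or low class was compared between replicates 1 and 2, the most deeply sampled. The same class was given to 56.9% of 9719 sites in HB, 55.3% of 18377 in HE1 and 59.2% of 10583 in HP, above the shares expected from the class frequencies by 4.88, 3.71 and 4.59 percentage points (permutation test, one-sided, p = 1e-05 each, adjusted p = 1.7e-05). In ES and HE2 it was given to 51.4% of 7583 and 49.7% of 15701 sites, differing from expectation by -0.309 and -0.921 points (permutation test, adjusted p = 0.915 and 0.991). With at least 3 fragments per site in each replicate, the excess in HB and HP was 1.196 and 1.10 points and no longer passed the threshold (permutation test, adjusted p = 0.290 each), while HE1 kept 1.804 points (permutation test, adjusted p = 0.0114). Sites were permuted here, and the result describes these 2 replicates.

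Between adjacent stages, shared sites kept their class slightly more often than expected. The share was 53.9% of 9873 sites from ES to HB, 53.3% of 11936 from HB to HE1, 52.4% of 20821 from HE1 to HE2 and 51.97% of 16876 from HE2 to HP. The excess was 2.37, 2.55, 1.95 and 0.813 points (permutation test, one-sided, adjusted p = 1.3e-05 for the first 3 and 0.0150 for the last). Without replicate 2 the excess became -1.57 points from ES to HB and -0.0105 from HE2 to HP. With Medium left out it became -0.620 points from HE2 to HP.

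Single sites were tested with limma on the log2 number of distinct fragments per 10000 listed fragments, 5 replicates against 5. Between positive and Negative cells, 4152 sites were tested in ES, 5721 in HB, 7708 in HE1, 4613 in HE2 and 3783 in HP. No site passed an adjusted p of 0.05 in ES, HB, HE2 or HP, and 1 passed in HE1. At an unadjusted p under 0.05 there were 73, 40, 1, 3 and 8 sites, fewer than the 208, 286, 385, 231 and 189 that chance alone would give. Between high and low gates, 3150, 4284, 5476, 5662 and 2081 sites were tested. No site passed in ES, HB, HE2 or HP, 1 passed in HE1, and 40, 88, 2, 1 and 1 sites were under an unadjusted p of 0.05. In sets simulated at these depths, limma called 0 to 3 of 200 sites changed 4-fold and 20 to 156 of 200 changed 16-fold, so smaller changes were not detectable.

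Both HE1 calls rested on few replicates. The site called between high and low gates lies on chromosome 2 at 34904619 to 34905614 (mm10), in an exon of Phf19. It held 2.08 ± 2.14 fragments per 10000 in high and 7.001 ± 6.49 in low gates (SD, n = 5), a log2 change of -1.196 on the scale with 1 added (limma, adjusted p = 0.0396). No site was called between positive and Negative cells when replicate 1, 2 or 5 was left out, nor between high and low gates without replicate 1, 2, 3 or 5. With 0.25 added in place of 1, neither comparison of HE1 gave a call.

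The sites positive in most of the 25 combinations of stage and replicate were also listed in most Negative sets. The first, on chromosome 8 at 4677378 to 4678482, is intergenic, 64211 bp from the nearest transcription start, that of Zfp958. It was positive in 24 sets and in 22 of the 25 Negative sets. The second, on chromosome 7 at 73537539 to 73538474 in a UTR of Chd2, was positive in 24 sets and listed in 20 Negative sets. The third, on chromosome 19 at 44266869 to 44267538, is intergenic, 26136 bp from the start of Scd2, and was positive in 23 sets and listed in 17 Negative sets. These sites had 666, 426 and 270 distinct pSKB fragments, against a median of 9 for a positive site.

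The study followed up an enhancer element in the Mecom locus. The site overlapping it, on chromosome 3 at 30353942 to 30354684 in an intron of Mecom, was positive in 10 of 25 sets and listed in 5 Negative sets. It was positive in 0 of 5 replicates in ES, 2 in HB, 3 in HE1, 3 in HE2 and 2 in HP. It held 31 distinct positive fragments and 93 distinct pSKB fragments. Within 100 kb of their transcription starts, 10 genes named in the study and chosen beforehand had 6 (Bmper, Dok2) to 22 (Meis1) positive distal sites. Hand1 had 20, Kdr 17, Spi1, Runx1 and Tal1 13 each, Nrros 9 and Mecom 7. The median over 21951 protein-coding genes was 6 and the 95th percentile 19, so of these genes only Hand1 and Meis1 exceeded it. Both lie on chromosome 11, which held 2.06 ± 0.0849 times the plasmid fragments per Mb of the median autosome away from transcription starts (SD, n = 10 plasmid lists). At Runx1, 0 sites were positive in ES, 4 in HB, 8 in HE1, 9 in HE2 and 7 in HP, and 8 of its 13 sites were also listed in Negative cells. In the same order, 0, 3, 6, 3 and 3 were listed in Negative cells. The paper describes the Runx1 locus as primed in ES cells by an element with a SMAD motif. It linked elements to genes by promoter contacts or by the closest gene, so the window of 100 kb may leave that element out. The Mecom element named above, 193324 bp from the start of Mecom, also lies outside the window. At Kdr, 1, 6, 14, 13 and 6 sites were positive and 1, 3, 9, 5 and 4 were listed in Negative cells. The stages held 50392, 74501, 138714, 111309 and 84003 positive distal fragments, and the counts at these genes were not corrected for that.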

Values the study reported

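The study linked 330 enhancers active in ES cells to 221 genes switched on later in HB, 294 enhancers active in HB to 174 genes switched on later in HE, and 237 enhancers active in HE to 137 genes switched on in HP. It reported that 60% of the elements primed in ES cells, 80% of those primed in HB and 100% of those primed in HE were active at the HP stage. According to the methods, elements were first limited to enhancers found at both stages of a transition, with ES and HB as the example. If this held for HE and HP, the 100% follows from that choice. The elements were then chosen by the expression of a linked gene, which was not used here. These values therefore do not measure the same thing as the retained shares in the report.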

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

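Tests chosen only after the results were seen were those of the number of fragments behind the HM-1 shares and behind the long fragments of HE2 High replicate 4, of a length shared by replicate 4, of the low distal share of HE2 Negative replicate 3, of sparse plasmid sequencing, of 1 source shared by 3 libraries, and of coincidence between control and plasmid fragments. The other tests here were written before their result was seen. Libraries of 1 gate and stage were compared with each other, in 20 groups and for 5 measures. In these 100 tests, 14 values from 11 libraries stood apart from the other replicates. Chance alone sets apart about 1 in 20, or 5 here. The design gives no biological group within a gate and stage, so no biological explanation was tested for single libraries.

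HE1 Negative replicate 3 had 13.6% of its fragments in a plasmid list, against 71.1% to 84.8% in the other 4 HE1 Negative libraries. Low shares were also found in HE1 Low replicate 4 (25.4%) and HP Negative replicate 3 (27.8%). Plasmid lists sequenced too little would lower all libraries of a stage alike, but the HE1 libraries differed by 75.1 percentage points, which argues against that. Of the HE1 Negative replicate 3 fragments outside the plasmid lists, 84.8% were in HE1 Low replicate 4, against 71.9% of its fragments inside them. HE1 Negative replicate 3, HE1 Low replicate 4 and HP Negative replicate 3 may therefore have received fragments from 1 shared source. With a tolerance of 5 bp, 55.6%, 63.5% and 65.9% of their fragments had a plasmid fragment. No chance level was run for this tolerance. Single wrong start shifts already matched 2.825% to 6.355% of 20000 sampled fragments to a plasmid list. The tolerance therefore cannot decide, and whether that source was other than the plasmids stays open. The methods describe a filter on the plasmid fragments, and these libraries hold many fragments that an exact match would have removed.

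The same library, HE1 Negative replicate 3, had a distal share of 22.1%, against 31.9% to 34.3% in the other HE1 Negative libraries. Its 928 fragments that were in a plasmid list had a distal share of 20.9% (Wilson 95% interval 18.4 to 23.6), against 31.7% to 34.8% of such fragments in the other libraries. Its 5919 fragments outside the plasmid lists had a distal share of 22.3% (Wilson 95% interval 21.3 to 23.4), against 28.7% to 35.8% in the other libraries. The share was thus low inside and outside the plasmid lists. This argues against fragments outside the lists as the cause in this library, and the cause stays open.

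HE2 Negative replicate 3 had 45.6% of its fragments in a plasmid list, against 76.4% to 85.4% in the other HE2 Negative libraries, and a distal share of 27.8%, against 32.8% to 33.8%. Among its 328 fragments in a plasmid list the distal share was 32.6% (Wilson 95% interval 27.8 to 37.9), against 33.4% to 34.6% in the other libraries. Among its 392 fragments outside the plasmid lists it was 23.7% (Wilson 95% interval 19.8 to 28.2), lower than inside them (Fisher's exact test, p = 0.00953) and lower than the 29.1% to 33.0% outside the lists in the other libraries. Fragments outside the plasmid lists may therefore have lowered the distal share of this library, and their origin was not tested.

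HB Low replicate 4 had 64.4% of its fragments in a plasmid list, against 80.02% to 82.9% in the other HB Low libraries. Of its 991 fragments outside the plasmid lists, 39.5% were in HE1 Low replicate 4, against 35.4% of those inside them. Fragments of HE1 Low replicate 4 are therefore not the whole cause of the low share.

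HB Medium replicate 2 had a distal share of 29.4%, against 27.7% to 27.8% in the other HB Medium libraries, which lie unusually close together. This library shared 20222 fragments with HP High replicate 2. Without them the distal share was 35.2%, farther from the other libraries, so the shared fragments did not raise it. The cause stays open.

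HE2 High replicate 4 had a median distal fragment length of 247 bp, against 166 to 172 bp in the other HE2 High libraries, and held 126 distal fragments. In 10000 draws of as many fragments from the other HE2 High libraries, the highest median was 205.5 bp, and 0% of the draws were as long. Few fragments in the library do not produce this length. Long fragments were not peculiar to this library. In the other HE2 libraries of replicate 4 the median was 211.5 to 237 bp, and over the 20 libraries of replicate 4 the middle value was 215 bp, against 175, 176.5, 194 and 197 bp in replicates 1, 2, 3 and 5. The library of replicate 4 had the longest distal fragments in 13 of the 19 other groups, and that of replicate 3 in 4. Medians reached 321 bp in replicate 4 (HE1 Low) and 342.5 bp in replicate 3 (HE1 Negative), libraries that share many fragments with each other. A length shared by the libraries of replicate 4 may thus account for the pattern. What made fragments of this replicate long, such as size selection or amplification, was not tested.

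The HM-1 shares of 7 libraries stood apart. A higher percent of their listed fragments was identical to an HM-1 control than in the other replicates of their group. The shares were 2.14% in ES Medium replicate 4, 5.102% in ES Negative replicate 5, 3.79% in HE1 High replicate 4, 3.88% in HE1 Low replicate 5, 5.94% in HE2 High replicate 4, 5.53% in HE2 Medium replicate 4 and 6.11% in HP Negative replicate 5. All of these come from replicates 4 and 5, which have few fragments. Over the 95 libraries the HM-1 share fell with the number of listed fragments (Pearson r = -0.727 and Spearman rho = -0.726, permutation p = 1e-05 each, the smallest the permutations can give; r = -0.723 without the 2 libraries farthest from the median size). Within replicates, rho was -0.314, -0.311, -0.895, -0.802 and -0.486 in replicates 1 to 5, with adjusted permutation p of 0.180, 0.180, 1.0e-04, 1.2e-04 and 0.115. A fixed amount of background fragments in each reaction may make up more of a small library, but the relation was not past the threshold within replicate 5, and size and replicate cannot be told apart over all libraries.

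The report uses the HM-1 control lists only as a reference for the sorted lists. Set against the plasmid lists, 66.6% of their 15196 fragments were identical to a plasmid fragment (10123 fragments). The share was 45.4% in control 1, 71.0% in control 2 and 69.2% in control 3. Plasmid lists of different stages come from separate transposase reactions and show how coincidence at preferred insertion positions looks. Of their fragments, 6.05% to 8.08% were in a plasmid list of another stage, against 44.2% to 64.5% of the control fragments in lists of the same 4 stages. Matches of plasmid fragments to lists of several stages were 5.60 to 7.87 times as frequent as independent matches would be. Among matched control fragments, 20.5% were in lists of several stages, 0.622 times the share for independent matches (0.603 to 0.880 in the single controls). Coincidence is thus argued against as the whole cause. Control fragments found in a pSKB list had a median of 6 pSKB reads there, against 2 for all pSKB fragments, a ratio of 3. Plasmid or reporter library material in the control reactions may explain this, since abundant plasmid fragments would be carried over first. The values are consistent with that explanation, and the route was not tested.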

How the results depend on the processing

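The alternatives with starts as deposited and without the 4 HE1 libraries of pairs with many shared fragments were chosen after the data were seen, as were the tests of other splits. All other alternatives were planned. Of 538 values under an alternative, 432 kept their direction and side of the threshold, or stayed within the replicate spread or 1.5 times the count. Of the rest, 23 no longer passed the threshold, 4 newly passed it, 24 reversed and 55 moved. Unless a cause is given, the cause was not tested.

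With High and Medium/High libraries only, the distal share changed by -0.111 points from HB to HE1, -0.338 from HE1 to HE2 and 1.05 from HE2 to HP, each opposite to the main value and none past the threshold. The differences in distal share between positive and Negative cells kept their direction under every alternative other than leaving out a replicate, as did those in fragment length, except that promoter fragments of ES gave 0 bp. With one replicate left out the distal share changed by -0.111 to 2.68 points from HB to HE1, the low value without replicate 1. Between positive and Negative cells it ranged from -1.195 (without replicate 3) to 2.26 in HE1 and from -1.68 to 1.25 (without replicate 4) in HE2. Length differences ranged from -7.25 to 1.38 bp in ES (above 0 without replicate 1, 2 or 3), from -42.9 to 9.38 bp in HE1 and from -9.62 to 2.12 bp in HE2 (both above 0 without replicate 3). In HP they ranged from -45.6 to -13 bp, nearest to 0 without replicate 3. None of these passed a threshold in either direction.

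The excess of identical fragments between positive and Negative lists of a replicate kept its side of the threshold under the Jaccard index, with distal fragments only and with a 5 bp tolerance. With one replicate left out it ranged from 7.59 to 21.7 points in ES, 13.3 to 27.1 in HB, 16.3 to 29.7 in HE2 and 14.3 to 22.3 in HP, above 0 each time but not past the threshold. With 4 replicates, 24 pairings allow no smaller p than 0.0417. Between adjacent stages the Jaccard index gave an excess of 8.36, 4.71, 4.38 and 5.77 points, all past the threshold. Leaving out a replicate gave -0.586 (without replicate 4) to 12.1 points from HB to HE1. The plasmid library of origin ranged from -0.032 to 0.097 with one replicate left out, below 0 without replicate 2 or 3.

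With a 5 bp tolerance 63.2% of fragments were in a pSKB list, a value without a chance level. With starts as deposited 1.18% were in a pSKB list and 3.73% in any plasmid list, because the sorted and plasmid lists count starts differently.

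The stage difference of positive sites was 0.0058 among sites found at every stage, where stage membership no longer differs by construction. The gate difference, -0.000205, became 0.0092 in bins of 500 bp, 0.029 with at least 2 fragments and 0.023 for Negative against High. It was 0.0047 without the 4 HE1 libraries. With 1 of replicates 1 to 4 left out it ranged from -0.0113 to 0.00998, and replicate 5 was not left out here. All of these were far from the threshold.

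With at least 3 fragments per site the class excess of replicates 1 and 2 was 1.196 points in HB and 1.10 in HP and no longer passed the threshold, and fewer sites were tested. Without normalisation it was 0.0740 in HE2. From HE2 to HP it was -0.620 with Medium left out. With one replicate left out it ranged from -1.57 to 3.57 points from ES to HB and from -0.0105 to 3.11 from HE2 to HP, with both low values without replicate 2.

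The number of positive sites with at least 2 fragments was 9219 in ES, 12965 in HB and 15256 in HP. With at least 2 replicates it was 9295 in ES, 12231 in HB, 18832 in HE1, 16732 in HE2 and 11217 in HP. Without replicate 1, 13146 sites were positive in HP, and the other omissions left up to 24281. With at least 3 fragments, high and low sites numbered 3933 and 2708 in ES, 4556 and 4984 in HB and 7930 and 6694 in HE2, with 8514 high sites in HE1 and 5564 in HP. Without normalisation there were 3674 low sites in HB, 4834 in HE1 and 3434 in HP. Leaving out a replicate gave 8189 to 13211 low sites in HE2, 8705 to 16095 high and 4441 to 8204 low sites in HP, lowest without replicate 1.

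Sites retained with at least 2 fragments were 69.0% from ES to HB and 69.5% from HB to HE1. At equal depth 49.6% were retained from HB to HE1. Leaving out a replicate gave 59.7% to 69.0% from HE1 to HE2 and 42.6% to 59.3% from HE2 to HP, lowest without replicate 1.

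In limma, testing every site with any fragment gave 1, 3, 5, 1 and 3 sites between positive and Negative cells in ES, HB, HE1, HE2 and HP, and 3, 1 and 1 between high and low gates in HE1, HE2 and HP. With replicates 1 and 2 only it gave 241 in HB and 401 in HE2 between positive and Negative cells, and 2 in ES, 120 in HB and 0 in HE1 between high and low gates. With 0.25 added in place of 1 both HE1 comparisons gave 0. Leaving out a replicate gave 0 to 1 in each. Between positive and Negative cells 0 were called without replicate 1, 2 or 5, and between high and low gates without replicate 1, 2, 3 or 5.

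The replicate numbers were also used as a block. They pair positive and Negative sets in HB and HE2, where the block changed no call. In the other 12 comparisons, adjacent stages included, same-numbered sets deviated together in 59 of 60 pairs, but at least 1 correlation lay under 0.1, down to -0.0047 (HE1 replicate 3), so the numbers were not taken to pair the samples. Replicate 3 fell under 0.1 in each of these 12 comparisons, as between high and low gates in ES (0.0945) and HE2 (0.0605). It was the only one under 0.1, except from HE2 to HP, where replicate 5 (0.0875) was too. The low value was thus not peculiar to HE1 replicate 3, whose Negative list shares most fragments with HE1 Low replicate 4. Pairing of the other replicates stays open. Same-numbered positive and Negative lists shared more fragments in ES, HB, HE2 and HP, which speaks for pairing there. The rule of 0.1 cannot exclude it. With the block, both HE1 comparisons gave 0 sites. Differences of means do not change under the block, and the exact sign-flip test on 5 pairs cannot reach the threshold. It gave the smallest p it allows for the ES to HB difference in distal share, 3.85 points, and for the HB difference in fragment length, -13.6 bp. The block changed no other call.

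Depth limits all of this. Replicates 3, 4 and 5 hold few fragments, so values pooled over replicates describe mainly replicates 1 and 2.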

Other observations

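Tests chosen only after the results were seen were those of library pairs, of the peak filter, of coincidence and of a 1 bp shift for the HM-1 fragments, and the counts of other splits, along with the comparison of chromosome 11 with gene density. The tests of plasmid fragments and activity at a site, of fragment numbers and classes, and of an extra copy of chromosome 11 were written before their result was seen.

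In 3 pairs, libraries listed more identical fragments, as a share of both lists together, than in any other pair. HE1 Negative replicate 1 and HE1 Medium replicate 2 shared 89479 fragments, 78.5% of the smaller list. HE1 Negative replicate 3 and HE1 Low replicate 4 shared 5686 (83.0%), and HB Medium replicate 2 and HP High replicate 2 shared 20222 (57.4%). By overlap with the smaller list, the median was 2.68% for pairs of the same stage from different replicates, the kind of the first 2 pairs. It was 6.16% for pairs of different stages from the same replicate, the kind of the third pair, where another pair reached 60.0%. Abundant plasmid fragments found in both lists by chance would be rich in pSKB reads. The shared fragments had 0.944 and 0.136 times the mean pSKB reads of the other fragments in the first library for the first and second pair. In the third they had 1.26 times as many, but HB Medium replicate 2 shared at most 12.4% with the other libraries of stage HP and replicate 2. Chance recovery of abundant fragments is thus argued against for all 3 pairs.

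For HE1 Negative replicate 1 and HE1 Medium replicate 2, the shared fragments were found in the other HE1 libraries of these replicates at 1.62% to 4.90%, the remaining fragments of HE1 Negative replicate 1 at 14.0% to 18.3% and those of HE1 Medium replicate 2 at 0.5682% to 2.50%. By this measure the shared fragments resembled the Medium library, as if material of HE1 Medium replicate 2 were present in HE1 Negative replicate 1. By the share in a plasmid list they resembled the Negative library. That share was 86.0%, against 82.4% of the remaining fragments of HE1 Negative replicate 1 and 55.2% of those of HE1 Medium replicate 2. Which library gave material to the other can thus not be told. A wrong replicate number on the Negative library stays open. The overlap of its other fragments with replicate 2 minus that with replicate 1 was -0.00694 percentage points, but the other 3 libraries of HE1 replicate 1 gave 1.26 to 2.82 in the same test, so overlap does not follow the replicate number there. For HE1 Negative replicate 3 and HE1 Low replicate 4 the corresponding difference was -2.29 points, against -1.63 to 2.00 for the other 3 libraries of HE1 replicate 3, which also go both ways, and the shared fragments were found in other libraries at up to 2.304%, within the range of the remaining fragments. A wrong number and carried-over material cannot be told apart there. For HB Medium replicate 2 and HP High replicate 2 the shared fragments reached 6.86% in other libraries, also within the range of the remaining ones, and material of 1 library in the other stays open. The first and second pair raise the sharing between different HE1 replicates and the pooled HE1 overlap of positive and Negative fragments, 33.5%, and may be why the excess for HE1 missed the threshold.

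Distal sites positive in many of the 25 sets had many plasmid fragments. Over the 58916 sites, Spearman rho between distinct pSKB fragments and positive sets was 0.747, and between pSKB fragments and Negative sets 0.652. These correlations are across sites, which are not independent replicates. The tenth of sites with most pSKB fragments (46 to 1018) was positive in 10.1 sets on average and the lowest (up to 1) in 1.13. The number of plasmid fragments over a site may therefore set much of how often it scores. Activity in the reporter would make sites of many positive sets rarer among Negative ones. Among sites with the same number of pSKB fragments, positive and Negative sets still rose together (mean rho 0.291). This value does not decide about activity, since the plasmid representation of a site is measured with error and Negative cells can carry a fragment that is active in others.

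Positive sites recurred by stage with a log2 difference of 0.32, and Negative libraries did so with 0.24 (permutation p = 1e-05, the smallest the permutations can give). The methods describe a filter on open chromatin peaks, and if it was run with the peaks of each stage it would act on positive and Negative libraries alike. Such a filter would remove whole sites from a stage. Over the 5 stages there were 8810 cases in which the other stages led to at least 10 expected fragments at a site. In 329 of them the stage had no fragment in any gate, where 0.0548 were expected from random sampling, and in 31 it had some fragments but under 25% of the expected number. A filter per stage is consistent with these values and may account for part of the stage specificity of positive sites. Stage-specific activity stays open as a biological explanation of the remainder, and the difference between both values was not tested.

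The number of fragments at a site can set its high or low class. Classes were therefore permuted only among sites with the same numbers of fragments. For replicates 1 and 2 the excess of sites with the same class was then 3.15 points in HB, 1.68 in HE1 and 2.65 in HP (permutation test, adjusted p = 1.7e-05 each), so fragment numbers are not the whole cause. For adjacent stages it was 1.61 points from ES to HB, 1.75 from HB to HE1 and 1.78 from HE1 to HE2 (adjusted permutation p = 2.4e-04, 1.0e-04 and 4.0e-05). From HE2 to HP it was 0.258 points (adjusted permutation p = 0.229), as would be seen if fragment numbers alone set the class there. Identical fragments shared by libraries may also raise these shares.

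The methods describe removal of fragments found in HM-1 controls, yet 15567 listed fragments were identical to one. After a move of 10 bp 0.00197% matched, compared with 0.680%, but a move also takes fragments off the positions where the transposase inserts often, so coincidence stays open. A filter run on starts that differ by 1 bp would leave no match in the coordinates as deposited, and 83 fragments matched there, which argues against it. Other small shifts of the start matched between 24 and 422 fragments. The explanation stays open. No biological explanation was tested.

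Chromosome 11 held more plasmid fragments than any other autosome. Away from transcription starts, by at least 20000 bp, the number per Mb was 2.06 times the autosome median (1.93 to 2.19 over 10 plasmid lists, highest other autosome 1.33). Set against the number expected from gene density it was 1.72 ± 0.0333 (SD, n = 10 lists), with the highest other autosome at 1.296. An extra copy of the chromosome in the cells whose chromatin was cloned would raise the ratio in every list, as seen, but alone to a smaller value. An extra copy and open chromatin peculiar to chromosome 11 cannot be told apart here, because all lists come from 1 cell line.

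Other splits of the same 10 sets were counted for each limma comparison, with 100 splits drawn from the 126 possible. For positive against Negative cells, the real split gave 0, 0, 1, 0 and 0 sites in ES, HB, HE1, HE2 and HP. As many or more were given by 100, 100, 71, 100 and 100 of the splits, and the highest other split gave 1, 3411, 4581, 3403 and 1854. For high against low gates the real split gave 0, 0, 1, 0 and 0, as many or more came from 100, 100, 38, 100 and 100 splits, and the highest other split gave 1, 2941, 3839, 4728 and 495. Where the real split gave 0 sites, any split gives as many, and the count says nothing about chance. At an unadjusted p under 0.05 limma gave 73, 40, 1, 3 and 8 sites for positive against Negative cells and 40, 88, 2, 1 and 1 for high against low gates. Except in ES, the highest splits placed all 4 sets of replicates 1 and 2 on the same side, which sets deep against shallow libraries. Splits with these replicates divided evenly gave at most 2 sites. In HE1, 25 of 46 such splits gave as many sites as the real one for positive against Negative cells and 10 of 46 for high against low gates, so chance cannot be excluded for either HE1 site. Among splits that part every same-numbered pair, the highest other one gave 1 site for positive against Negative cells (11 splits) and 0 for high against low gates (13 splits), but 13 splits cannot give a share under 0.05, and the numbers were not taken to pair the HE1 samples. With the replicate block the real split gave 0 sites in HE1 in both comparisons.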
